A study of Mus musculus with 12 samples.

How the data were processed

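RNA was sequenced from sorted mouse cells of 4 groups, each with 3 libraries: WT microglia, Tgfbr2 KO microglia, WT macrophages and Tgfbr2 KO macrophages. Per the labels' protocols, microglia came from Tgfbr2 floxed mice without Cre (WT) or with a tamoxifen-inducible Cre, CreER, on 1 allele of Cx3cr1 (KO), and were sorted from brain and spinal cord 18 to 22 days after 3 daily injections of 5 mg tamoxifen. The macrophages were descendants of WT or KO bone marrow in irradiated recipients whose own microglia carried the same CreER and a diphtheria toxin allele. Tamoxifen was given 6 weeks after the transplant to deplete the microglia, and the cells that repopulated the CNS were sorted 18 to 22 days later. The gate was live Ly6C-negative CD11b-positive cells, with low F4/80 for WT and high F4/80 for KO, so the gate changed together with the genotype. Each library was a pool of 1 to 5 mice, RNA integrity numbers were 7.1 to 10, inputs were above 100 pg, and libraries were made with a stranded pico-input total RNA kit, all per the labels' protocols.

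The deposited table held log2 values for 25904 genes, made by the authors. Per the submitters' processing notes, bcl2fastq, CASAVA and STAR were used with mouse build GRCm38; their versions and roles, the read counter, the annotation release, the strand setting and the normalizing tool are not given in the sources used here. Taking 2 to the power of each value and subtracting 1 gave whole multiples of 1 step per library for 100% of 310848 values (tolerance 0.01 reads, largest deviation 0.0031). The inverse of that step equalled the median-of-ratios size factor computed from the whole reads. The deposited unit was therefore log2(gene count divided by the library's size factor + 1), and the counts of reads behind each value could be read back. No listed gene was at 0 in all 12 libraries. Since strand use in counting is unknown, overlapping and antisense genes cannot be told apart, and genes with near-identical copies, such as the H2-Q family, are uncertain. Gene symbols and coordinates came from GENCODE mouse release 21 on GRCm38, in which 25730 identifiers had a symbol and 174 did not.

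Library depth was 2615404 to 6364994 reads in genes, and 1 read was worth 0.718 to 1.6 normalized counts. A fold against a group with 0 reads was computed against 3 reads over the group and is given as a lower bound. With 1 to 3 reads in a group, the ratio is given with its exact 95% binomial counting interval. These intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

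Genes with a normalized count of at least 10 in at least 3 of the 12 libraries were tested (12519 tested, 13385 not). The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend and without the robust option) on the deposited log2 values, whose pseudocount is 1. The model had 1 mean for each of 4 groups, 8 residual degrees of freedom and a median of 6.64 prior degrees of freedom. The contrasts were KO against WT in each cell origin, macrophages against microglia in each genotype, and the difference between the KO effects of the macrophages and the microglia (the interaction). The threshold was a Benjamini-Hochberg adjusted p of 0.05 with no fold minimum. Fold changes are on the log2(normalized count + 1) scale, which understates changes of low genes. Of 31 gene lists drawn up from general knowledge of these cells, 29 had 3 or more tested genes; lists of neutrophils and of T and NK cells had fewer and were not tested. Lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over lists within a comparison, and again with an estimated correlation; fry was run beside them. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

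The groups, contrasts, tests, filter, lists, naming rule and most alternatives were fixed before the data were examined. The rule named, for each comparison, Tgfbr2, Cx3cr1, Adgre1 and Itgam; the 6 largest rises and 6 largest falls among called genes whose libraries did not overlap and whose higher group averaged at least 100; and up to 3 called members of each list in its main direction and 1 in the other, again with a mean of at least 100. For the interaction, the rule took no list members and did not ask for libraries without overlap, the adjusted p was that of the interaction, and the mean of at least 100 was in the highest group. Symbols made of Gm and digits, ending in Rik or starting with mt- or Rn, immunoglobulin and T cell receptor segments and genes without a symbol were left out of the largest changes; leaving out those without a symbol was not part of the rule as first written. Genes outside the rule are described as chosen after their values were seen. Some genes that the rule named are not reported here.

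The pipeline was tested on simulated reads with 200 changed genes per comparison. For KO against WT microglia (12324 genes) it recovered 40.8% of 1.5-fold, 62% of 2-fold, 89.8% of 4-fold and 100% of 8-fold changes, with 5.9% false calls. For KO against WT macrophages (12354 genes) the shares were 30.4%, 62.5%, 85.7% and 96%, with 6.3% false calls. For the interaction (12321 genes) they were 10.4%, 29.2%, 75.5% and 90%, with 4.7% false calls. Far more genes were called in the real comparisons, which loosens the adjusted threshold, so these shares do not carry over to them.

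Alternatives varied the pseudocount, the filter, the scaling, the variance model, the libraries fitted, a fold minimum, and a covariate for the leading digit of the sequential number in the sample titles, whose meaning the labels do not give; each library was also left out in turn. Alternatives added after the data were seen were voom on the recovered reads, the log2 level of the Y-linked gene Ddx3y as a covariate, a closer look at the fit without macrophage KO replicate 1, and counts of called genes that also changed at least 4-fold. Replicate numbers follow accession order and pair no libraries. Replicates within a group differed by 3.57 to 15.84 chi-square per degree of freedom, well above sampling noise, so none was counted as a duplicate.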

Results

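Expression was measured in 12 RNA-seq libraries from sorted mouse cells, 3 in each of 4 groups: WT microglia, Tgfbr2 KO microglia, and WT and Tgfbr2 KO macrophages. Microglia are the resident macrophages of the central nervous system (CNS), and Tgfbr2 encodes the type II receptor for TGF-beta. The macrophages were progeny of transplanted bone marrow that had entered the CNS after the resident microglia were depleted. WT microglia libraries held 5148733, 3421859 and 4206408 reads in genes, and KO microglia libraries 4368200, 4568798 and 5916933. WT macrophage libraries held 4709891, 3108410 and 5365722, and KO macrophage libraries 2615404, 5190001 and 6364994. Each library was a pool of 1 to 5 mice, so the p-values rest on the spread between pools. Values are normalized counts as mean ± SD (n = 3 libraries), log2 fold changes are given ± SE, and adjusted p-values of genes are from limma.

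The targeted gene and the genes of the sort were examined first. Tgfbr2 (ENSMUSG00000032440, GRCm38 chromosome 9, 116084293 to 116175360, minus strand) stood at 2898 ± 356 in WT microglia, 2193 ± 100 in KO microglia, 3303 ± 267 in WT macrophages and 2235 ± 209 in KO macrophages. By library, it was at 3172, 3026 and 2495 in WT microglia and 2078, 2256 and 2246 in KO microglia, and at 3427, 2997 and 3486 in WT macrophages and 2068, 2469 and 2167 in KO macrophages. It fell by 0.40 ± 0.10 on the log2 scale in KO microglia (adjusted p = 0.00515) and by 0.56 ± 0.10 in KO macrophages (adjusted p = 0.000608). Gene-level counts do not resolve the deleted exons, so the remaining reads do not measure how many cells kept the receptor. Cx3cr1, the fractalkine receptor gene (chromosome 9, 119901616 to 120069879, minus strand) that carries CreER on 1 allele in the KO cells alone, fell from 19192 ± 2750 to 481 ± 125 in microglia and from 7919 ± 650 to 1443 ± 80.1 in macrophages. Adgre1, which encodes F4/80, was gated low in WT and high in KO cells. Its transcript rose by log2 1.46 ± 0.09 in KO microglia, to 3862 ± 206, and by 0.55 ± 0.09 in KO macrophages, to 3792 ± 209. Itgam (CD11b) fell from 7457 ± 540 to 1625 ± 726 in KO microglia and from 2997 ± 321 to 1593 ± 239 in KO macrophages. The X-inactivation transcript Xist and the Y-linked Ddx3y showed that the sexes were spread unevenly over the pools: all 3 KO microglia libraries had high Ddx3y (470 to 508), against 1 library of 3 in each other group. Both genes were chosen after their values were seen.

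The profiles of the libraries were then compared. Mean Pearson r across genes between libraries of the same group was 0.974 in WT microglia, 0.98 in KO microglia, 0.975 in WT macrophages and 0.95 in KO macrophages. In the last group, replicate 1 correlated at 0.935 and 0.936 with the other libraries of its group. Between groups, mean r was 0.795 for WT and KO microglia and 0.898 for WT and KO macrophages. It was 0.844 for WT microglia and WT macrophages and 0.924 for KO microglia and KO macrophages, and genes are not independent replicates. The root mean square log2 difference between microglia and macrophages was 1.239 in WT and 0.737 in KO cells. That difference of 0.502 had p = 0.075 in a two-sided exact permutation test, in which 30 of 400 relabelings were as extreme. The relabelings also carry the real differences between groups. Exchanging the genotypes in 1 origin, for example, pairs WT microglia with KO macrophages (mean r 0.754) and KO microglia with WT macrophages (0.869). This p therefore does not decide whether the WT and KO distances are equal.

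The first comparison, KO against WT microglia, addressed how resident cells of the KO differed from those of the WT. Several transcripts by which microglia are commonly told from other macrophages fell steeply in KO microglia. Tmem119, a microglial surface protein (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516), fell from 5681 ± 613 to 2.17 ± 0.695 (log2 -10.82 ± 0.28, adjusted p = 1.38e-13). Olfml3, a secreted glycoprotein, fell from 5943 ± 669 to 5.06 ± 2.73, and Sparc, a matrix-binding protein, from 8904 ± 1150 to 17.1 ± 7.36. In the opposite direction, the collagenase gene Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) rose from 0.345 ± 0.598 to 1802 ± 267, where the WT libraries held 1 read together (ratio 5230, counting interval 939 to 207000). The lipid carrier Apoe rose from 1513 ± 257 to 94960 ± 4470, and the mannose receptor Mrc1 from 87.6 ± 14.9 to 16082 ± 2280.

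Among 30 tested homeostatic genes of microglia, 29 fell and none rose in KO microglia (30 fell when adjusted over the list alone; median log2 -3.34; camera adjusted p = 1.28e-25, and adjusted p = 0.00347 with an estimated correlation). Siglech fell to 247 ± 27.7 (log2 -4.51 ± 0.17). Components and targets of the TGF-beta pathway moved mostly down: 14 of 26 fell and 6 rose (15 and 7 adjusted over the list alone; camera adjusted p = 0.00669, adjusted p = 0.164 with an estimated correlation). The feedback inhibitors Pmepa1 (1655 ± 243 to 35.6 ± 3.57) and Smad7 (1042 ± 136 to 46.5 ± 11.6) fell, while Id2, a transcriptional inhibitor, rose from 110 ± 28.7 to 316 ± 15.6. Nav3, Adgrg1 and Ecscr completed the 6 largest falls, with log2 changes of -8.76 ± 0.46, -8.68 ± 0.43 and -9.18 ± 0.63. Ecscr kept 1 read in the KO libraries (ratio 2430, counting interval 435 to 95800).

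Genes typical of other macrophages rose in KO microglia. All 12 tested genes of border-associated macrophages, which line the meninges and vessels, rose (12 adjusted over the list alone; median log2 6.30; camera adjusted p = 6.48e-14, and adjusted p = 0.00347 with an estimated correlation). The membrane protein gene Ms4a7 (ENSMUSG00000024672, chromosome 19) rose by log2 9.10 ± 0.31 from 4.85 ± 3.11, and Clec10a, a lectin gene, to 667 ± 10.4 against 1 WT read (ratio 1920, counting interval 344 to 75900). Of 25 genes typical of bone marrow-derived CNS macrophages, 21 rose and 1 fell (22 and 1 adjusted over the list alone; median log2 4.70; camera adjusted p = 1.03e-16, and adjusted p = 0.00347 with an estimated correlation). Ms4a4a, at 0 reads in WT microglia, was at least 566-fold higher. Phagocytosis and scavenger receptor genes rose in 13 of 19 cases and fell in 4 (13 and 5 adjusted over the list alone; camera adjusted p = 1.88e-05, adjusted p = 0.162 with an estimated correlation). The scavenger receptor Msr1 rose from 9.74 ± 3.02 to 1320 ± 148, and the integrin subunit Itgb3 fell from 486 ± 65.7 to 55.9 ± 8.66. Lipid and cholesterol handling genes rose in 14 of 21 cases and fell in none (14 and 0 adjusted over the list alone; camera adjusted p = 7.35e-07, and adjusted p = 0.00706 with an estimated correlation). The nuclear receptor gene Pparg was at 0 reads in WT microglia and at 154 ± 20.9 in KO microglia. The gelatinase gene Mmp9 and the metalloprotease gene Adam19 were among the 6 largest rises, with ratios of 2500 (448 to 98600) and 3600 (645 to 142000) against 1 WT read each.

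Interferon-stimulated and antigen presentation genes also differed between KO and WT microglia. All 30 tested interferon-stimulated genes rose (30 adjusted over the list alone; median log2 2.92; camera adjusted p = 7.89e-17, adjusted p = 0.0771 with an estimated correlation). Oas2, which senses double-stranded RNA, rose from 14 ± 9.65 to 1899 ± 358, and the membrane protein gene Ifitm3 from 13.5 ± 2.68 to 654 ± 82.9. MHC class I genes rose in 11 of 16 cases and fell in none (12 and 0 adjusted over the list alone; camera adjusted p = 1.13e-05, adjusted p = 0.179 with an estimated correlation). The MHC class II list was mixed, with 7 of 15 higher and 5 lower (7 and 5 adjusted over the list alone; camera adjusted p = 0.0602). It was called without WT microglia replicate 2 or 3 or KO microglia replicate 2 (camera adjusted p = 0.0423, 0.037 and 0.0443), and without a filter on low values (0.00745). Its members H2-Aa and Cd74, the invariant chain, rose, the first from 34.5 ± 0.889 to 1193 ± 68.1 and the second from 193 ± 22.6 to 5004 ± 196. Disease-associated microglia genes rose in 12 of 22 cases and fell in 4 (12 and 4 adjusted over the list alone; camera adjusted p = 0.00801, adjusted p = 0.183 with an estimated correlation). Igf1 rose from 6.64 ± 3.24 to 966 ± 87.5, and the tetraspanin Cd9 fell from 845 ± 131 to 62.7 ± 6.92. Among cytokine and chemokine genes, 10 of 19 rose and 3 fell (12 and 4 adjusted over the list alone; camera adjusted p = 0.00496, adjusted p = 0.244 with an estimated correlation). The monocyte attractant Ccl7 was up from 3.05 ± 4.55 to 299 ± 7.31 and Il1a was down from 534 ± 37.1 to 64.9 ± 8.55.

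Most tested cell cycle and glycolysis genes changed as well in KO microglia. Of 25 cell cycle genes, 19 rose and none fell (20 and 1 adjusted over the list alone; camera adjusted p = 1.53e-05, adjusted p = 0.221 with an estimated correlation). The proliferation marker Mki67 rose from 172 ± 58.1 to 986 ± 262. Glycolysis genes fell in 10 of 17 cases and rose in 2 (10 and 2 adjusted over the list alone; camera adjusted p = 0.00804, adjusted p = 0.0651 with an estimated correlation). The hexokinase gene Hk2 was down from 1762 ± 104 to 396 ± 32.6 and the lactate transporter Slc16a3 from 172 ± 27.4 to 12.5 ± 4.92. Lysosomal genes moved both ways, 11 of 24 up and 8 down (12 and 8 adjusted over the list alone; camera adjusted p = 0.964). Their median was 0.24, their mean was -0.01, and camera and fry differed in direction. Complement genes were not called as a list (camera adjusted p = 0.381), but Cfp, which encodes properdin, rose from 12.5 ± 3.83 to 1235 ± 85.4. In limma, 5322 of 12519 genes were called, 2746 higher and 2576 lower, and 817 and 569 of these changed at least 4-fold. The libraries of the groups did not overlap for 55.2% of genes, where chance gives 10%. Genes of neurons rose in 7 of 8 cases (8 adjusted over the list alone; camera adjusted p = 0.00728, adjusted p = 0.0651 with an estimated correlation) at low levels, for example Map2 from 9.89 to 48.0 on average, a gene chosen after its values were seen. Of the genes of the early response to cell isolation, 6 of 24 rose and 1 fell (6 and 1 adjusted over the list alone; camera adjusted p = 0.384), with Fos, Hspa1a and Hspa1b among those that rose. In the fit without KO macrophage replicate 1, 9 rose and 5 fell. Monocyte genes rose in 4 of 7 cases (5 adjusted over the list alone; camera adjusted p = 0.00728, adjusted p = 0.0651 with an estimated correlation). Astrocyte genes rose in 5 of 6 cases and fell in 1 (5 and 1 adjusted over the list alone, 3 and 1 with Ddx3y as a covariate, median log2 1.56 in the main fit). Levels of those that rose were low, such as Gfap from 1.98 to 45.2 on average, a gene chosen after its values were seen. The list was not called by camera (adjusted p = 0.197), while fry, which does not compare it with other genes, gave an adjusted p of 0.00588. The member that fell, Slc1a3, averaged 613 in WT and 48.7 in KO microglia, and 9.3 in WT macrophages. Its fall may thus reflect microglia rather than astrocytes, and the list without it was not tested. Dendritic cell genes rose in 6 of 10 cases and fell in 2 (6 and 2 adjusted over the list alone; camera adjusted p = 0.268, fry adjusted p = 0.0168). Oligodendrocyte genes rose in 3 of 5 cases and fell in 1 (3 and 1 adjusted over the list alone; camera adjusted p = 0.505). Of the lists of B cells, vessel cells and erythroid cells, 1 of 3, 1 of 4 and none of 3 fell (2, 1 and none adjusted over the list alone; camera adjusted p = 0.505, 0.425 and 0.884). The lists of reactive oxygen species, oxidative phosphorylation, NF-kappa B feedback and extracellular matrix were not called (camera adjusted p = 0.695, 0.874, 0.197 and 0.211). Of the mitochondrial transcripts, 4 of 10 rose and none fell (4 adjusted over the list alone; camera adjusted p = 0.384), and 1 rose with Ddx3y as a covariate. Mitochondrial transcripts took 3.86% to 4.36% of reads in WT and 5.84% to 7.68% in KO microglia libraries.

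**Figure D1:**
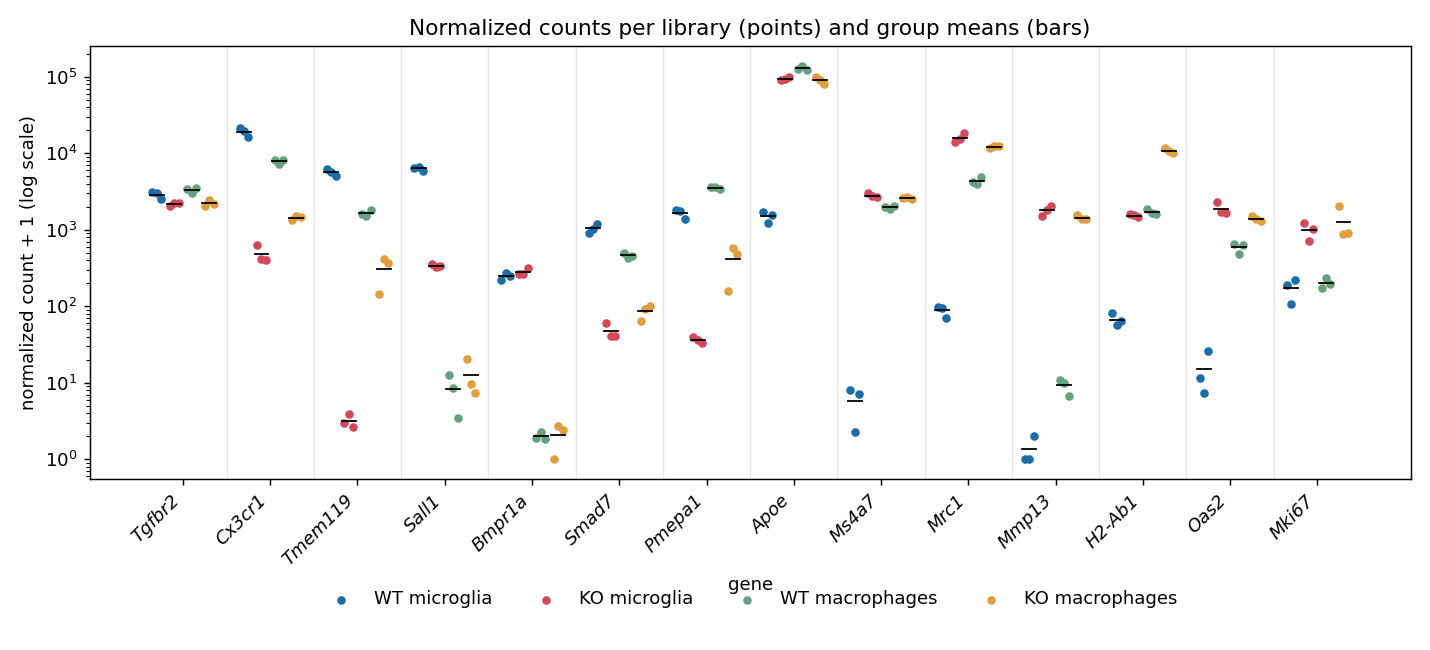
Normalized count + 1 (log scale) of 14 genes in each of the 12 libraries, with points for libraries, bars for group means and colours for the 4 groups. Tmem119 averages 5681 in WT microglia and 2.17 in KO microglia, Mmp13 is low in both WT groups and near 1802 and 1449 in the KO groups, and Bmpr1a is present in both microglia groups alone.

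The KO against WT comparison in macrophages asked the same question in cells that had entered the CNS without resident microglia. Mmp9 and Mmp13 were again among the largest rises: Mmp9 rose from 3.43 ± 1.44 to 1256 ± 54.9 (log2 8.20 ± 0.31, adjusted p = 1.38e-10) and Mmp13 from 8.22 ± 2.2 to 1449 ± 82 (log2 7.32 ± 0.26, adjusted p = 8.78e-11). Other genes of this family moved both ways. Mmp14 fell from 872 ± 106 to 173 ± 112 and Mmp2 from 169 ± 30.8 to 32.1 ± 22.8, while Mmp12 rose from 18.9 ± 12.3 to 238 ± 52.1. Mmp14, Mmp2 and Mmp12 were chosen after their values were seen. The properdin gene Cfp rose from 23.4 ± 11 to 1625 ± 212. The homeostatic microglia transcripts Siglech and Tmem119 were present in WT macrophages and fell, Siglech from 1248 ± 72.9 (log2 -3.46 ± 0.17) and Tmem119 from 1655 ± 130 to 306 ± 143. The MHC class II gene H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419) rose from 1722 ± 145 to 10884 ± 919, and Ciita, the class II transactivator, from 147 ± 16.3 to 1000 ± 163.

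Of 30 homeostatic genes of microglia, 24 fell and none rose in KO macrophages (25 fell when adjusted over the list alone; median log2 -1.14; camera adjusted p = 2.69e-14, and adjusted p = 0.0192 with an estimated correlation). The TGF-beta list fell in 14 of 26 cases and rose in 5 (15 and 6 adjusted over the list alone; camera adjusted p = 0.00832, adjusted p = 0.17 with an estimated correlation). The falls included Pmepa1 (3557 ± 96.2 to 410 ± 224), Smad7 (462 ± 33.3 to 85.2 ± 18.6) and the repressor Skil. Border-associated macrophage genes rose in 11 of 12 cases (11 adjusted over the list alone; median log2 3.10; camera adjusted p = 1.01e-10, and adjusted p = 0.0192 with an estimated correlation). The lectin gene Clec10a was up from 25.2 ± 10.2 to 1277 ± 170 and Cd163 from 14.3 ± 0.841 to 292 ± 83.8. Bone marrow-derived macrophage genes rose in 14 of 25 cases and fell in 2 (16 and 3 adjusted over the list alone; camera adjusted p = 8.1e-07, and adjusted p = 0.0192 with an estimated correlation). Cd38 rose from 43.5 ± 6.96 to 689 ± 19.1, and the chemokine receptor Ccr1 fell from 590 ± 66 to 126 ± 24.3. Lipid handling genes rose in 11 of 21 cases and fell in 2 (12 and 2 adjusted over the list alone; camera adjusted p = 1.9e-05, and adjusted p = 0.0192 with an estimated correlation). The lipase gene Lpl was up from 68.9 ± 12.7 to 711 ± 113 and Apoe was down from 129838 ± 8570 to 90084 ± 9530 (adjusted p = 0.0131). The fall of Apoe was not called under quantile normalization (log2 -0.38, adjusted p = 0.14), in a fit of the macrophage libraries alone (0.222) or with a fold minimum of 1.5 (1; 0.000139 to 1 over all alternatives).

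The MHC class II list rose in 9 of 15 cases and fell in 3 (9 and 4 adjusted over the list alone; camera adjusted p = 0.000524, adjusted p = 0.103 with an estimated correlation). Interferon-stimulated genes rose in 14 of 30 cases and fell in 1 (14 and 1 adjusted over the list alone; camera adjusted p = 9.6e-05, adjusted p = 0.341 with an estimated correlation). Ifitm3 rose from 70.8 ± 18.2 to 506 ± 147 and Bst2 fell from 421 ± 21.8 to 270 ± 24.8, though not with a fold minimum of 1.5 (adjusted p = 1). Phagocytosis genes rose in 11 of 19 cases and fell in 1 (11 and 2 adjusted over the list alone; camera adjusted p = 7e-06, adjusted p = 0.128 with an estimated correlation). The Fc receptor Fcgr4 rose from 55.0 ± 8.02 to 569 ± 85, and Trem2, a lipid-sensing receptor, fell from 2131 ± 88.2 to 701 ± 108. Cell cycle genes rose in 21 of 25 cases and fell in none (22 and 0 adjusted over the list alone; camera adjusted p = 8.91e-09, adjusted p = 0.128 with an estimated correlation). Without KO replicate 1, in which the median of these genes lay 0.84 (log2) above the mean of the other KO libraries, 18 of 25 rose. The early response genes lay 1.28 higher in that library, and 4 of 24 rose and 1 fell in the comparison (4 and 1 adjusted over the list alone; median 0.21; camera adjusted p = 0.232). Without KO replicate 1, 4 rose and 4 fell, with a median of -0.29, and the list was called higher without KO replicate 2 or 3 (adjusted p = 0.0373 and 0.0276). Disease-associated microglia genes rose in 12 of 22 cases and fell in 3 (12 and 4 adjusted over the list alone; camera adjusted p = 0.00461, adjusted p = 0.17 with an estimated correlation). MHC class I genes rose in 7 of 16 cases and fell in 1 (7 and 1 adjusted over the list alone; camera adjusted p = 0.00285, adjusted p = 0.331 with an estimated correlation). Extracellular matrix and protease genes rose in 7 of 13 cases and fell in 3 (8 and 4 adjusted over the list alone; camera adjusted p = 0.0144, adjusted p = 0.103 with an estimated correlation). Oxidative phosphorylation genes rose in 10 of 25 cases (13 adjusted over the list alone; camera adjusted p = 0.00153, adjusted p = 0.17 with an estimated correlation). Complement genes rose in 8 of 13 cases and fell in 2 (9 and 2 adjusted over the list alone; camera adjusted p = 0.00276, adjusted p = 0.107 with an estimated correlation). The complement receptor gene C5ar1 was up from 100 ± 28.3 to 1304 ± 360. The largest falls were in Whrn (753 ± 75.4 to 38.1 ± 27.7), Ifitm10, Fgf2, Col27a1, Fat3 and Serpine2, at log2 -4.74 to -3.50. In limma, 3934 of 12519 genes were called, 2001 higher and 1933 lower, with 345 and 244 at least 4-fold. The libraries of the groups did not overlap for 45.2% of genes (chance 10%). Astrocyte genes rose in 3 of 6 cases (4 adjusted over the list alone; camera adjusted p = 0.0194, adjusted p = 0.212 with an estimated correlation). That call was lost at a minimum of 50 normalized counts (adjusted p = 0.322; 0.00141 to 0.322 over all alternatives at the preset correlation). Neuron genes rose in 3 of 8 cases and oligodendrocyte genes in 3 of 5 (3 and 3 adjusted over the list alone; camera adjusted p = 0.12 and 0.123). Of the mitochondrial transcripts, 2 of 10 rose and none fell (2 adjusted over the list alone; camera adjusted p = 0.0582, adjusted p = 0.583 with an estimated correlation). The list was called higher without KO replicate 1 (adjusted p = 0.00215, with 5 of 10 higher) or WT replicate 3 (0.00616), with library quality weights (0.00269) and under several other settings. Mitochondrial transcripts took 3.18% to 5.35% of reads in WT and 4.61% to 6.43% in KO macrophage libraries.

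**Figure D2:**
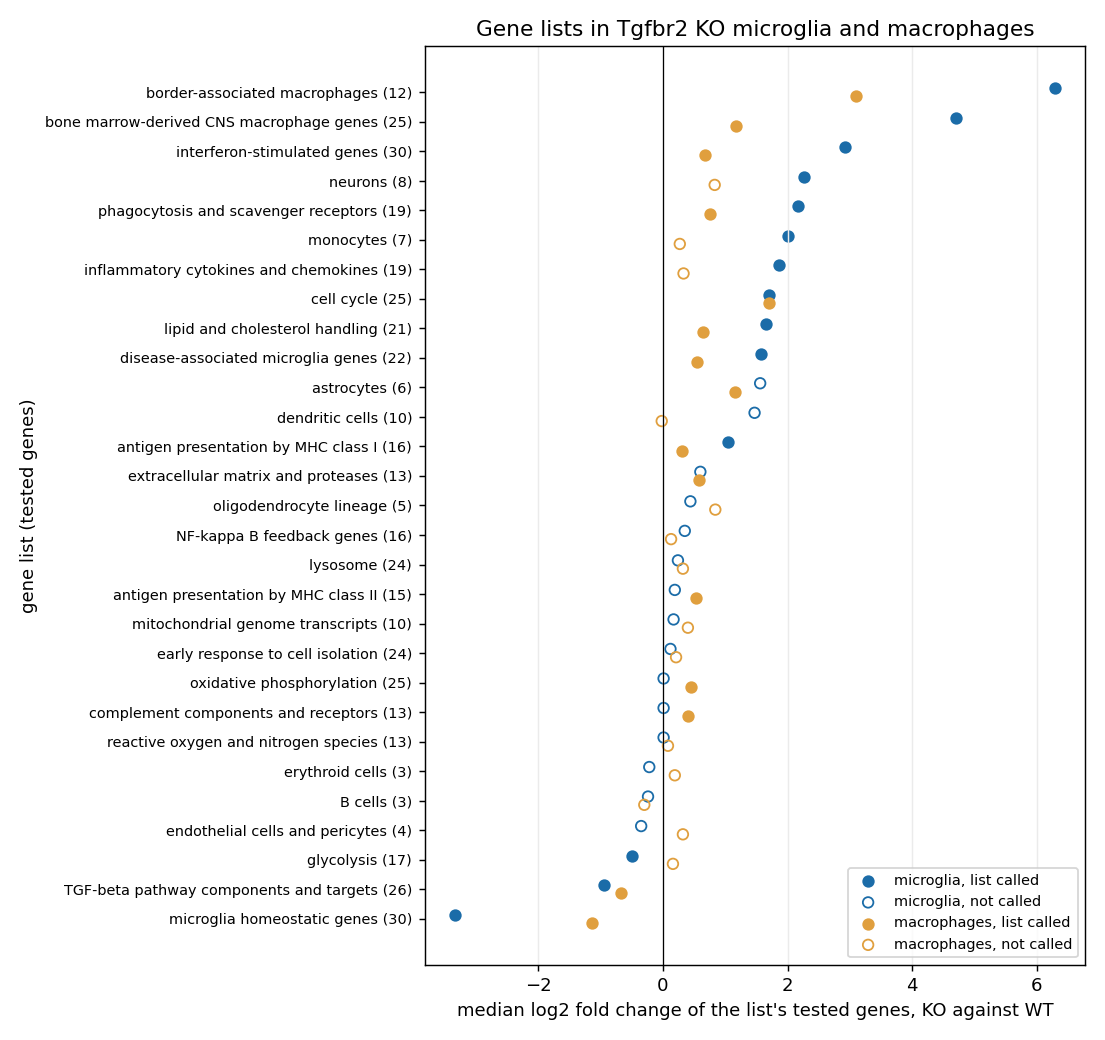
Median log2 fold change, KO against WT, of each tested gene list in microglia (blue) and macrophages (orange), with the number of tested genes in parentheses and filled points for lists called by camera at the preset correlation. Medians run from -3.34 (homeostatic genes) to 6.30 (border-associated macrophage genes) in microglia, and from -1.14 to 3.10 in macrophages.

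The KO against WT changes in microglia and macrophages, which share no libraries, overlapped. Mmp9, Mmp13, Cfp and Pparg rose in both, and Tmem119, Olfml3, Siglech, Pmepa1 and Smad7 fell in both. A total of 1217 genes rose in both cell origins, where independent lists would give 438.9, and 1029 fell in both, where independent lists would give 397.7. The remaining 120 and 137 genes went in opposite directions (independent lists, 424 and 411.7), so that 89.7% of 2503 genes called in both moved the same way. Across genes, the log2 changes correlated at Pearson r = 0.597 and Spearman rho = 0.47; genes are not independent replicates.

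WT macrophages and WT microglia were compared to see how far cells from bone marrow differed from resident cells after entering the CNS. The macrophages came from irradiated, transplanted recipients depleted of microglia, and the protocols give no such steps for the microglia. Cell origin therefore cannot be told apart from these treatments or from recent entry into the CNS. WT macrophages lacked the transcription factors Sall1 (ENSMUSG00000031665, chromosome 8, 89027235 to 89044162; 6360 ± 372 in microglia, 7.31 ± 4.69 in macrophages) and Sall3 (999 ± 57.1 and 1.88 ± 0.758). They were far higher in Apoe (1513 ± 257 and 129838 ± 8570), Ms4a7 (4.85 ± 3.11 and 1968 ± 101) and the lymphoid-type receptor gene Klra2 (2.10 ± 1.78 and 831 ± 95.9). The interferon-inducible genes Ifi203 and Mndal were at 1.71 ± 0.394 and 1.36 ± 0.369 in microglia and at 1161 ± 102 and 885 ± 71.7 in macrophages. Tmem119, chosen here after its values were seen, was present in WT macrophages at 1655 ± 130, against 5681 ± 613 in WT microglia. Bmpr1a, a BMP receptor gene (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341), was at 247 ± 26.9 in microglia against 3 reads over the macrophage libraries (ratio 252, counting interval 85.9 to 1230).

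In WT macrophages, 26 of 30 homeostatic genes were lower and none higher than in WT microglia (27 adjusted over the list alone; camera adjusted p = 2.96e-17, and adjusted p = 0.0132 with an estimated correlation). Bone marrow-derived macrophage genes were higher in 21 of 25 cases (21 adjusted over the list alone; camera adjusted p = 2.61e-19, and adjusted p = 0.00188 with an estimated correlation). Border-associated macrophage genes were higher in 11 of 12 cases (11 adjusted over the list alone; camera adjusted p = 3.59e-11, and adjusted p = 0.0109 with an estimated correlation). Interferon-stimulated genes were higher in 25 of 30 cases (25 adjusted over the list alone; camera adjusted p = 3.24e-12, adjusted p = 0.155 with an estimated correlation). MHC class II genes were higher in 8 of 15 cases and lower in 2 (8 and 3 adjusted over the list alone; camera adjusted p = 0.000437, adjusted p = 0.0926 with an estimated correlation). Among them, H2-Aa was at 34.5 ± 0.889 and 1318 ± 136. Lipid handling genes were higher in 11 of 21 cases and lower in 3 (11 and 3 adjusted over the list alone; camera adjusted p = 0.00567, adjusted p = 0.0926 with an estimated correlation). The scavenger receptor gene Cd36 was at 3.67 ± 2.71 and 205 ± 27.4. The phagocytosis list was not called (camera adjusted p = 0.227), and its median of -0.18 and mean of 1.07 differed in sign. Of 25 cell cycle genes, 2 were higher and 5 lower (1 and 2 adjusted over the list alone; camera adjusted p = 0.894). MHC class I genes were higher in 9 of 16 cases and lower in 2 (10 and 3 adjusted over the list alone; camera adjusted p = 0.00884, adjusted p = 0.463 with an estimated correlation). Monocyte genes were higher in 4 of 7 cases (5 adjusted over the list alone; camera adjusted p = 0.0251, adjusted p = 0.115 with an estimated correlation). In limma, 4930 genes were called, 2398 higher and 2532 lower in macrophages, and libraries did not overlap for 53.9% of genes (chance 10%). Of the early response genes, 2 of 24 were higher and 9 lower (4 and 9 adjusted over the list alone; camera adjusted p = 0.305). Of the mitochondrial transcripts, 5 of 10 were lower and none higher (5 adjusted over the list alone; camera adjusted p = 0.0997, adjusted p = 0.595 with an estimated correlation). They were called lower without WT macrophage replicate 3 (adjusted p = 0.0204), without a filter on low values (0.0092) and with the title number set as a covariate (0.0252). The NF-kappa B feedback list was called (camera adjusted p = 0.0381, adjusted p = 0.361 with an estimated correlation) but not without WT microglia replicate 2 (adjusted p = 0.0689) or WT macrophage replicate 1 (0.0501), with a minimum of 50 normalized counts (0.0599) or with the title number set as a covariate (0.0682; 0.00362 to 0.0689 over all alternatives at the preset correlation).

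KO macrophages and KO microglia were compared to see which differences of origin were present between the KO groups. Here too, origin changed together with irradiation, transplant and depletion. Some transcripts found in microglia and not in macrophages were present in KO microglia: Bmpr1a was at 282 ± 32.4 in KO microglia and 1.06 ± 0.931 in KO macrophages, Sall1 at 338 ± 15.1 and 11.5 ± 6.8, and Dlc1 at 641 ± 70.9 and 6.00 ± 3.18. Of its level in WT microglia, Sall1 kept only 5.31% in KO microglia, while Bmpr1a stood at 114% and Dlc1 at 394%. In the other direction, Tmem119 and Olfml3 were at 306 ± 143 and 332 ± 156 in KO macrophages, against 2.17 ± 0.695 and 5.06 ± 2.73 in KO microglia. The type I TGF-beta receptor gene Tgfbr1 was at 2494 ± 541 in KO macrophages and 706 ± 14.5 in KO microglia. The MHC class II gene H2-Ab1 was higher in KO macrophages, at 10884 ± 919 against 1539 ± 59.3.

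Of 15 MHC class II genes, 9 were higher and none lower in KO macrophages than in KO microglia (11 and 1 adjusted over the list alone; camera adjusted p = 3.42e-14, and adjusted p = 0.00784 with an estimated correlation). Glycolysis genes were higher in 9 of 17 cases (10 higher and 1 lower adjusted over the list alone; camera adjusted p = 8.04e-05, and adjusted p = 0.0131 with an estimated correlation). The isomerase gene Tpi1 was at 196 ± 40.2 and 109 ± 16.7. Bone marrow-derived macrophage genes were higher in 12 of 25 cases (13 and 1 adjusted over the list alone; camera adjusted p = 1.06e-09, and adjusted p = 0.0109 with an estimated correlation). TGF-beta genes were higher in 11 of 26 cases and lower in 2 (12 and 2 adjusted over the list alone; camera adjusted p = 0.000197, adjusted p = 0.0916 with an estimated correlation). No cell cycle gene of 25 was called by limma (adjusted over the list alone, also none; camera adjusted p = 0.935). The interferon list was called lower with 2 of 30 members lower (6 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.0166, adjusted p = 0.575 with an estimated correlation). That call was lost without KO macrophage replicate 3 (adjusted p = 0.183), with library quality weights (0.0511) and with Ddx3y as a covariate (0.713; 0.000239 to 0.713 over all alternatives at the preset correlation). The MHC class I list was called lower with 4 of 16 members lower (5 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.0383, adjusted p = 0.53 with an estimated correlation). It was not called without KO microglia replicate 1 or 3 or KO macrophage replicate 3 (adjusted p = 0.0607, 0.0679 and 0.257), with library quality weights (0.0688) or with Ddx3y as a covariate (0.223; 0.00527 to 0.257 over all alternatives at the preset correlation). Monocyte genes were higher in 3 of 7 cases (4 adjusted over the list alone; camera adjusted p = 0.0383, adjusted p = 0.157 with an estimated correlation). They were not called without KO microglia replicate 2 or KO macrophage replicate 1 or 3 (adjusted p = 0.0758, 0.0699 and 0.102), nor under several other settings. B cell genes were lower in 2 of 3 cases (2 adjusted over the list alone; camera adjusted p = 0.0166, adjusted p = 0.209 with an estimated correlation, and 0.0665 without KO macrophage replicate 3). Disease-associated microglia genes were higher in 5 of 22 cases and lower in 1 (7 and 1 adjusted over the list alone; camera adjusted p = 0.0132, adjusted p = 0.209 with an estimated correlation, and 0.0535 without KO macrophage replicate 1). Reactive oxygen genes were higher in 3 of 13 cases (4 adjusted over the list alone; camera adjusted p = 0.0166, adjusted p = 0.126 with an estimated correlation, and 0.089 without KO macrophage replicate 1). Extracellular matrix and protease genes were higher in 4 of 13 cases and lower in 1 (5 and 1 adjusted over the list alone; camera adjusted p = 0.0166, adjusted p = 0.0916 with an estimated correlation, and 0.0534 with library quality weights). Both lists of sample quality were called lower in KO macrophages. Of the early response genes, 2 of 24 were lower and 1 higher (7 and 1 adjusted over the list alone; camera adjusted p = 0.0488, adjusted p = 0.725 with an estimated correlation). That call was lost without WT or KO microglia replicate 1 (adjusted p = 0.0528 and 0.277), WT macrophage replicate 1 (0.0507) or KO macrophage replicate 2 or 3 (0.51 and 0.609), and under several other settings. Of the mitochondrial transcripts, 1 of 10 was lower (1 adjusted over the list alone; camera adjusted p = 0.0166, adjusted p = 0.53 with an estimated correlation). They were not called without KO microglia replicate 3 or KO macrophage replicate 1 (adjusted p = 0.104 and 0.089), nor under several other settings. In limma, 1314 genes were called, 682 higher and 632 lower in macrophages; without KO microglia replicate 1 the number lower was 398, and with Ddx3y as a covariate it was 408. With library quality weights, 1274 were higher and 1135 lower. Libraries did not overlap for 27.1% of genes (chance 10%), and KO microglia libraries were the only group without a pool low in Ddx3y.

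The interaction tested whether the KO against WT change differed between the 2 cell origins, with positive values where the KO effect was higher in macrophages. Since origin changed together with irradiation, transplant and depletion, an interaction cannot be assigned to origin alone. The fall of Tmem119 was steeper in microglia (interaction log2 8.26 ± 0.40, adjusted p = 1.15e-09), as was that of Olfml3 (7.43 ± 0.48, adjusted p = 2.95e-08). Csmd3, Jam2 and Adamts16 fell in KO microglia from 2284 ± 386, 451 ± 121 and 246 ± 38.6 in WT microglia, while in WT macrophages they were at 2.31 ± 0.579, 0.727 ± 0.655 and 0.91 ± 1.58. On the other side, Ms4a7, Ms4a14, Ms4a4a, Adam19, Mndal and Ifi203 rose in KO microglia and were already abundant in WT macrophages, with interactions of log2 -8.05 to -9.25. Ms4a4a had 0 reads and Adam19 1 read in WT microglia, so the fitted values of Ms4a4a and Adam19 are limited by counting. Those of Jam2 and Adamts16 are too, with means of 0.804 and 0.655 in KO microglia and 0.239 and 1.6 in KO macrophages. Apoe rose in KO microglia and fell in KO macrophages (-6.51; the fall was not called under quantile normalization, adjusted p = 0.14), and the adhesion molecule Pecam1 fell in KO microglia (179 ± 57.7 to 27.8 ± 1.54) and rose in KO macrophages (13.3 ± 5.75 to 103 ± 20). For the interaction, these last genes were chosen after their values were seen.

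Of 30 homeostatic genes, 27 had a higher and 1 a lower KO effect in macrophages (27 and 1 adjusted over the list alone; median 2.02; camera adjusted p = 3.7e-23, and adjusted p = 0.0073 with an estimated correlation). The effect was lower in macrophages for 19 of 25 bone marrow-derived macrophage genes and higher for 2 (19 and 2 adjusted over the list alone; camera adjusted p = 1.84e-14, and adjusted p = 0.00586 with an estimated correlation). It was lower for 9 of 12 border-associated macrophage genes (9 adjusted over the list alone; camera adjusted p = 6.79e-11, and adjusted p = 0.00793 with an estimated correlation). Interferon-stimulated genes had a lower effect in 24 of 30 cases (25 adjusted over the list alone; camera adjusted p = 1.17e-14, adjusted p = 0.167 with an estimated correlation). MHC class I genes did in 9 of 16 cases (9 adjusted over the list alone; camera adjusted p = 0.000778, adjusted p = 0.367 with an estimated correlation). Glycolysis genes had a higher effect in 12 of 17 cases and a lower one in 2 (13 and 2 adjusted over the list alone; camera adjusted p = 0.000778, and adjusted p = 0.0245 with an estimated correlation). Among cell cycle genes, 1 of 25 was called (none adjusted over the list alone; camera adjusted p = 0.936). The early response and mitochondrial lists were not called (camera adjusted p = 0.936 and 0.774). The lists of oxidative phosphorylation and lysosome were called (camera adjusted p = 0.0301 and 0.0284; adjusted p = 0.367 and 0.484 with an estimated correlation) but not without KO macrophage replicate 1 (adjusted p = 0.102 and 0.186) or with library quality weights (0.0696 and 0.147), and lysosome was not under quantile normalization (0.15). In limma, 3235 genes were called, 1624 higher and 1611 lower. Of these, 1489 were called between KO and WT in microglia alone, 532 in macrophages alone, 731 in both in the same direction with a larger change in microglia, 90 with a larger change in macrophages, 257 in opposite directions, and 136 in neither.

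**Figure D3:**
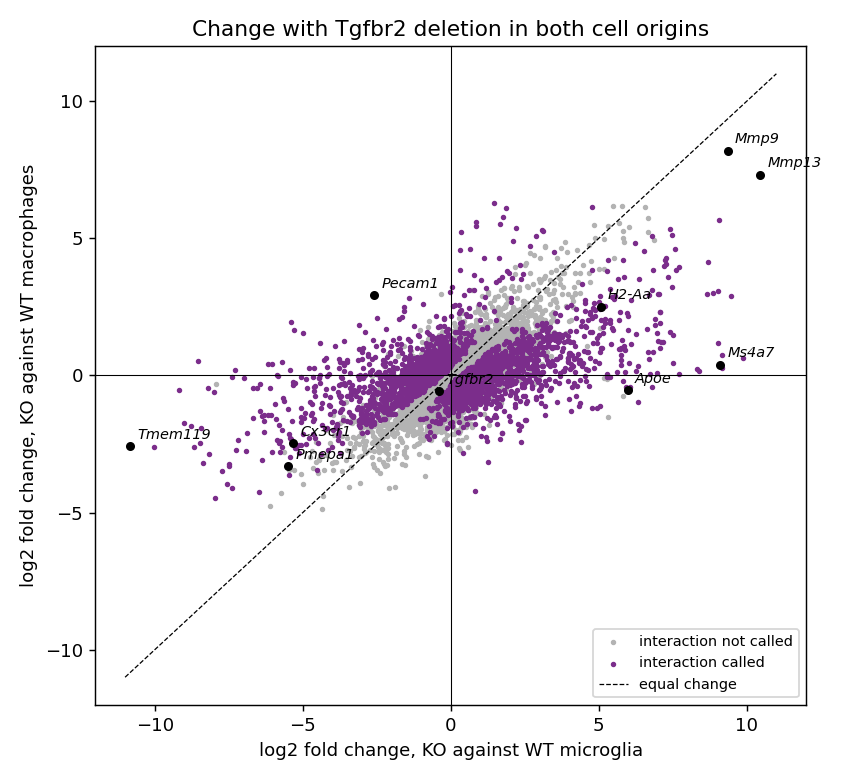
Log2 fold change of KO against WT in macrophages (vertical axis) against that in microglia (horizontal axis) for each tested gene; purple points have a called interaction, grey points do not, and the dashed line marks an equal change. Mmp9 and Mmp13 lie far out in both directions of increase, while Apoe and Ms4a7 rise in microglia but not in macrophages (interactions of -6.51 and -8.71), and r across genes is 0.597.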

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

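The tests of cell replacement, admixture, mixture and gating and of the Cx3cr1 allele were chosen only after the results were seen; the counts over other splits of the libraries were planned. Genes named in the weighing of cell replacement, admixture and gating were chosen after their values were seen. The results below stand out because the KO against WT change differed between microglia and macrophages by the interaction test.

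The interaction called 3235 genes. Among the genes of the design and the sort, it was 2.88 for Cx3cr1, -0.91 for Adgre1 and 1.38 for Itgam (log2). The largest positive values were Csmd3 at 9.06, Ecscr at 8.64, Tmem119 at 8.26, Jam2 at 7.75, Adamts16 at 7.49 and Olfml3 at 7.43. The largest negative values were Adam19 at -9.25, Ms4a14 at -8.92, Ms4a7 at -8.71, Ms4a4a at -8.44, Mndal at -8.24 and Ifi203 at -8.05. Adam19 had 1 read and Ms4a4a 0 reads in WT microglia, and Ecscr had 1 read in KO microglia. Jam2 averaged 0.804, 0.727 and 0.239 in KO microglia, WT macrophages and KO macrophages, and Adamts16 averaged 0.655, 0.91 and 1.6. The fitted values of Adam19, Ms4a4a, Ecscr, Jam2 and Adamts16 are limited by counting, so their ranks are uncertain. The 4 named genes called in opposite directions in the microglia and the macrophages were Apoe at -6.51, H2-Q6 at -3.82, Bst2 at -2.82 and Pecam1 at 5.51. The call of H2-Q6 in macrophages (adjusted p = 0.0354) was lost without WT replicate 1, 2 or 3 or KO replicate 1 or 3 (adjusted p = 0.0623, 0.094, 0.0905, 0.0575 and 0.115; 0.00861 to 1 over all alternatives). Those of Apoe and Bst2 in macrophages were lost with a fold minimum of 1.5 (adjusted p = 1 for each), and that of Apoe also under quantile normalization (log2 -0.38, adjusted p = 0.14) and in a fit of the macrophage libraries alone (0.222).

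Median interactions of the called lists were 2.02 for homeostatic genes, -2.56 for bone marrow-derived macrophage genes, -3.22 for border-associated macrophage genes, -2.31 for interferon-stimulated genes, 0.83 for glycolysis, -0.62 for MHC class I and -0.52 for phagocytosis. They were -0.15 for lipid handling, 0.41 for oxidative phosphorylation, 0.07 for lysosome, -0.92 for cytokines and 0.47 for the TGF-beta list. With an estimated correlation, the calls were lost for interferon-stimulated genes (adjusted p = 0.167), lipid handling (0.176), MHC class I, phagocytosis, oxidative phosphorylation and the TGF-beta list (0.367 each), cytokines (0.44) and lysosome (0.484). The lipid call was also lost at a pseudocount of 10 (adjusted p = 0.0649) and with a minimum of 50 normalized counts (0.057). The calls of the cytokine and TGF-beta lists were both lost without WT microglia replicate 1 (adjusted p = 0.0569 for each), WT microglia replicate 2 (0.0661 and 0.0557), KO microglia replicate 3 (0.0548 for each) and WT macrophage replicate 3 (0.0517 for each), and that of the cytokine list also without KO macrophage replicate 3 (0.112). Over all alternatives at the preset correlation, their adjusted p ran from 0.00336 to 0.112 and from 0.000831 to 0.062. Without KO macrophage replicate 1, the lists of oxidative phosphorylation and lysosome were not called (adjusted p = 0.102 and 0.186).

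The first pattern is the loss of microglia genes with a gain of macrophage genes in the KO microglia libraries. Replacement of the microglia by monocyte-derived macrophages is argued against by 65 genes found in WT microglia and nearly lacking in WT macrophages: 16 of them kept at least 25% of their WT level and stayed above KO macrophages, among them Bmpr1a at 114%, Nbea at 59.3% and Sgce at 52.7%; a mixture of unaltered microglia and unaltered macrophages is argued against by 217 genes that lay over 4-fold above or below both WT groups. Admixture of macrophages like those of the KO macrophage libraries is argued against as the only source of the rise, because no share of them brings more than their own level: of 97 raised genes at 10 or less in WT microglia, 9 were called above KO macrophages in every KO microglia library (0.25 expected by chance), among them Cd55 at 606 against 51.3 and Adam19 at 1250 against 501. It is also argued against at 50.1%, the share that the median of 55 macrophage genes would need: of 5978 genes at 100 or more in KO macrophages, 8 had every KO microglia library under 10% of every KO macrophage library (at most 2 in 100 simulations at that share), among them Stard13 at 2.77 against 191 and Acp5 at 7.74 against 310; bounds of 10 genes first set for these counts were missed and were replaced by chance levels after the counts were seen, and a smaller share, or macrophages of another profile, stays open. For the rise, border-associated macrophages taken in by the F4/80-high gate cannot be told apart from a genotype effect, since gate and genotype changed together. Their list had a median of 6.30, with Mrc1 at 16082 and Dab2 at 8480. However, 9 of its 12 genes were at 10 or more in WT macrophages and 3 belong to other lists. For the fall, dilution of unaltered microglia by cells lacking the 65 genes is argued against, because it would lower all alike. Of these genes, 27 were under 5% of their WT level, while the 16 above kept at least 25%. Border-associated macrophages were not measured, so their own expression of the kept genes stays open. A loss of TGF-beta signalling in microglia may thus be read from these data only as a hypothesis.

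The second pattern is the fall of Cx3cr1, which carries CreER on 1 allele in KO cells. Loss of that allele's transcript would lower the gene by 1 on the log2 scale. The measured changes were -5.34 in microglia (95% interval -5.65 to -5.02) and -2.45 in macrophages (-2.77 to -2.14), which exclude that size as the whole change. What lowered the gene further was not tested.

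For each pairwise comparison, 3 against 3 libraries make 10 splits, too few for a share under 0.05. The real split called 5322 genes in microglia and the highest other split 0, with 1 of 10 splits as large; for macrophages these were 3934 and 0 (1 of 10), for the WT origins 4930 and 0 (1 of 10), and for the KO origins 1314 and 2 (1 of 10). Every other split mixes the groups, which puts their difference into the spread, so these low counts decide nothing. For the interaction, 1 of 100 splits drawn, the real one, called as many as 3235 genes, but that share decides nothing: 89 of the splits mixed the microglia genotypes, which puts the microglia effect into the spread, and called at most 203. The 10 other splits drawn that kept the microglia genotypes intact also kept the microglia effect in the contrast, and called 1667 to 3007 genes. Only 20 such splits exist, too few for a share under 0.05, and 1 of them that was not drawn, with the macrophage genotypes exchanged, called 5779 because it adds both effects.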

How the results depend on the processing

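Voom on the recovered reads, the Ddx3y covariate, the 4-fold counts and the closer look at macrophage KO replicate 1 were chosen only after the results were seen. Counts are given for KO against WT microglia, KO against WT macrophages, the WT origins, the KO origins and the interaction, in that order. They left the range of 1.5 times the main count under a tested fold minimum of 1.5 (2278, 992, 1611, 395 and 973), when called genes also had to change at least 4-fold (1386, 589, 963, 331 and 739), and, for the KO origins, with library quality weights (2409). The first 2 of these ask for larger changes by construction; for the weights, the cause was not tested. Leaving out each library in turn gave 4621 to 6104, 2992 to 4149, 4074 to 5815, 927 to 1552 and 2643 to 3486 genes. Voom gave 5548, 3912, 5105, 1511 and 3246, the Ddx3y covariate 4599, 3697, 4834, 904 and 2332, and the covariate for the title number set 5415, 3562, 4087, 1400 and 3123. No scaling moved the share of higher calls by over 10 percentage points. Median-of-ratios scaling on top of the deposited values changed nothing, because its factors were all 1, and says nothing about stability. Ctss in the WT origins reversed from -0.46 to 0.13 (adjusted p = 0.332; 0.000267 to 1 over all alternatives) under quantile normalization; the cause was not tested. Of 362 named gene results, 252 kept direction and call under every alternative and 110 changed call under at least 1, in most cases under the fold minimum (107 lost). Of 145 list results, 106 were the same under every alternative other than the test itself, 16 were lost and 23 gained under at least 1. With an estimated correlation, camera called 4, 4, 3, 3 and 4 lists in place of 14, 15, 9, 13 and 12. A quasi-likelihood count test planned in case whole reads could be recovered (edgeR) was not run: count tests were set aside for a table deposited on a log2 scale, although the reads could be read back, and voom on them was added instead. No paired analysis was possible because the replicate numbers follow accession order and pair no libraries. At the depth and number of libraries used here, 29.2% of simulated 2-fold interactions were recovered; the part of depth in this was not tested. The simulation changed 200 genes and called 106 for the interaction, against 3235 called in the real data. The adjusted threshold is stricter where fewer genes are called, so this rate does not carry over to the real interaction.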

Other observations

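The tests of the early response and of gene length in macrophage KO replicate 1 were chosen only after the result was seen; the test of its depth was written before. The genes named below were chosen after their values were seen.

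KO microglia were not simply intermediate between WT microglia and WT macrophages. Of the 217 genes over 4-fold outside both WT groups, 111 lay above and 106 below. Among those above, 108 also rose in KO macrophages, and among those below, all 106 also fell there. Cd55, a complement regulator gene, was at 606 ± 54.1 in KO microglia against 0.69 ± 1.2 and 2.18 ± 1.96 in WT microglia and WT macrophages, with 51.3 ± 27.5 in KO macrophages. Dnase1l3, which encodes a secreted DNase, was at 553 ± 69.5 in KO microglia and 293 ± 49 in KO macrophages, against 2.35 ± 0.944 and 7.36 ± 5.38 in the WT groups. F11r, a junctional adhesion molecule gene, was at 1380 ± 96.5 and 810 ± 26.2 in WT microglia and WT macrophages, but at 3.36 ± 1.48 and 107 ± 67.2 in the KO groups.

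Several genes of WT microglia that WT macrophages nearly lacked stayed high in KO microglia. Cacna1a, a calcium channel gene, stood at 413% of its WT level, Dlc1 at 394% and Ptprm, a receptor phosphatase gene, at 201%. Nova1 and Peg10 stood at 113% and 98.5%. The median over the 65 genes of this kind was 7.7%, and 27 were under 5%.

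The third pattern is macrophage KO replicate 1, which correlated at 0.935 and 0.936 with the other libraries of its group, while these correlated at 0.98 with each other. Lower depth is argued against as the whole cause: thinned to its depth, the other libraries still correlated at 0.968 (0.966 to 0.969 over 20 thinnings). Its early response genes stood 1.28 (log2, median) above the mean of the others, with 23 of 24 members higher and above all 10000 random lists matched on expression. The members move together (estimated correlation 0.725), and the random lists were not matched on this. The count and the rank therefore do not measure how unusual the deviation is. Its deviation also fell with exonic length (r = -0.329 across 5760 genes, which are not independent, against -0.134 to 0.358 in the other 11 libraries). The 0.358 was that of KO replicate 3 of the same group, larger in size and opposite in sign. The length trend therefore does not tell which of these libraries departs. A response to isolation and a length bias may both contribute, and a batch is not excluded. The number in the title of replicate 1 begins with the same digit as those of 4 microglia libraries, and those of the other macrophage libraries begin with another digit. No biological explanation was tested.

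Sex-linked transcripts differed within groups. Xist was at 12836 and 12913 in WT microglia replicates 1 and 2 and at 3.1 in replicate 3, and at 4.9, 2 and 1.6 in the KO microglia. It was at 23641, 20613 and 4.1 in the WT macrophages and at 8908, 7.9 and 16544 in the KO macrophages. Ddx3y was at 0.9, 1.3 and 435.7 in WT microglia, 500.8, 470 and 508 in KO microglia, 0.9, 8.9 and 653.5 in WT macrophages, and 0, 540.1 and 0 in KO macrophages.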
